A study of Mus musculus with 5 samples.

How the data were processed

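Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where 2 transcription factors, Hand1 and Foxf1, sit on the genome of differentiating mouse cells. The cells were E14, a mouse embryonic stem cell line. Per the labels, they were grown as embryoid bodies for 48 h, re-aggregated for 40 h with growth factors to a stage abbreviated MES, and then plated for 32 h to a stage abbreviated CP. Both factors carried an HA tag, a short peptide recognised by the anti-HA antibody used for the precipitation. Per the series description, Hand1-HA was a knock-in at the gene itself and Foxf1-HA was an inducible overexpression construct. The factor, the stage and the way the tagged protein was expressed therefore differ together between the lists. Chromatin was fixed with 1% formaldehyde and sheared to between 200 and 800 bp, per the labels' protocols. The 5 samples fall into 4 groups: 1 Hand1-HA library at MES, 2 Foxf1-HA libraries at CP, and 1 input library (chromatin that was not precipitated) at each stage. Peak lists of 2 samples were analysed here, 1 per factor. The Foxf1 list belongs to the sample labelled replicate 1, and whether it was called on that library alone or on pooled libraries is not stated. The histone mark samples named in the series description were not analysed here.

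The deposited lists are in narrowPeak layout without a header. Neither the labels nor the lists name the aligner, the peak caller, its control or the genome build. Each line gives a peak's start and end, and the position of its summit. The fold enrichment of the summit over the caller's background is the authors' value, a ratio on a linear scale. The −log10 p-value and −log10 q-value of the summit are also the authors' deposited values. The deposited score was 10 times the −log10 p-value, with the decimals dropped. These values belong to the single peak and were used to describe, rank or filter peaks within a list. The exception is the comparison of Hand1 folds at tRNA genes with the Foxf1 limit. A region with several summits takes several lines, which were each treated as 1 peak. Peak numbers in the deposited names ran up to 291684 in the Hand1 list and 156892 in the Foxf1 list, so most of the numbered peaks are not in the lists. The lowest −log10 q-value was 5.01 in the Hand1 list and 10.0 in the Foxf1 list, so the lists do not have the same limit.

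The depth of the libraries is not given in the lists. The number of fragments at each summit (k) and the control level there (λ) were therefore solved from the authors' fold and −log10 p-value. The equations were fold = (k + 1)/(λ + 1) and p = the Poisson probability of more than k fragments at mean λ. Nothing in these equations makes k a whole number. It came out whole, within 0.05, for 100% of the 1134 Hand1 and 100% of the 5703 Foxf1 peaks when the solution with the higher λ was taken. A solution with a lower λ existed for 756 Hand1 and 2879 Foxf1 peaks, and gave whole numbers for 15.6% and 10.5% of them. The equations were thus chosen by how well they fit the values, and λ is an inferred quantity called the control level below. Values of λ clearly above the lowest were multiples of 0.872 for 56.8% of such Hand1 peaks and of 0.243 for 75.2% of such Foxf1 peaks. If that step is 1 control fragment scaled to the depth of the precipitated library, the control was 1.15 times as deep as the precipitated library for Hand1 and 4.11 times for Foxf1. A control level of at least 5 times the lowest in the list is called high.

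The gene table used here covers 49939 genes of assembly GRCm38.p6 and gives no strand. A transcription start could therefore not be told from the other end of a gene, and both ends of each gene were used wherever the plan named transcription starts. Because the build of the lists is not named, it was checked on the data. At their own positions 280 Hand1 summits lay within 500 bp of a tRNA gene, against 28 and 24 when the summits were moved by 20 kb in either direction. For Foxf1, 1864 summits lay within 1 kb of a gene end, against 748 and 661 after the moves. Coordinates are those of the lists, written 1-based, and their reading as GRCm38 rests on this check. None of the table's own coordinates are printed. All 58 gene symbols of the fixed gene lists matched the table. Peaks on scaffolds outside the named chromosomes entered the overlap counts and were left out of the gene comparisons.

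Overlap meant at least 1 bp shared. It was set against 10000 random placements of the peaks along their own chromosome with widths kept, a permutation of positions. The span of a chromosome was taken from its outermost peaks and genes, since no genome sequence was used here. The two-sided p-value was the share of placements as far from their mean as the observed count, and 0.0001 is the smallest value these placements can give. The share of summits within 1 kb of a gene end was tested by the same placements, and compared between lists with Fisher's exact test. The difference in median log2 fold enrichment between overlapping and other peaks was tested with 100000 permutations, for which 1e-05 is the smallest p-value. The 3 fixed lists, of 32 cardiac mesoderm, 13 pluripotency and 13 neural genes, were counted for genes with a summit within 50 kb of either end. Each count was set against 10000 random lists of protein-coding genes (a permutation of list membership) matched on deciles of the distance between neighbouring gene starts, one-sided, with Benjamini-Hochberg adjustment over the 6 tests. Intervals on shares are exact (Clopper-Pearson) 95% intervals and cover counting error only. The groups, the tests of overlap, gene ends, fold and gene lists, the gene lists themselves and the rule for naming peaks were fixed before the data were examined. That rule named the 5 peaks with the highest fold enrichment per list, the 5 overlapping pairs ranked by the weaker member, and the cardiac mesoderm genes with a peak in both lists. The tRNA comparisons and the control level were chosen after the data had been seen. So were the alternatives built on either of them, those with a −log10 q-value of at least 10 in both lists, and, for gene ends and tRNA genes, those with 1 peak per merged region and those that moved each peak by 10 kb to 100 kb from its own position. With 1 list per factor, every test describes these 2 lists and not the conditions. Motif tests were not run because no genome sequence was used here.

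The calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. Fragments and control levels were recovered for 100% of 943 simulated peaks. The simulation did not reach the highest control levels of the lists (204 for Hand1, 3072 for Foxf1) or their lowest folds (1.47 and 1.29). For such peaks the recovery rests on the fragments coming out as whole numbers. In 20 simulated Hand1 lists placed at random the overlap test called 0%, and with 40 planted overlaps it called 100% with a mean excess of 39.9 peaks. The permutation test called 7.5% of 40 random splits of Hand1 peaks into 200 and the rest, and 100% after a shift of 0.5 on the log2 scale. The gene list test on Foxf1 peaks called 5.0% of 20 random lists of 32 genes and 100% of 20 lists in which 24 of the 32 genes had a peak.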

Results

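The Hand1 list, from HA-tagged Hand1 in E14 cells at the MES stage, held 1134 peaks in 991 regions with a median width of 468 bp. The Foxf1 list, from HA-tagged Foxf1 at the CP stage, held 5703 peaks in 5610 regions with a median width of 519 bp. The regions covered 596 kb and 3414 kb of the genome. The authors' fold enrichment had a median of 7.92 in the Hand1 list and 7.62 in the Foxf1 list, with maxima of 51.7 and 61.3. Sequencing depth is not given, but the summit of the median peak was inferred to hold 26 fragments in the Hand1 list and 29 in the Foxf1 list. The weakest summits held 13 and 18 fragments. There was 1 list per factor, so no value has a replicate error, and the difference in list length was not tested because the lists have different q-value limits. A summit lay inside an annotated gene for 66.0% of Hand1 peaks and 59.1% of Foxf1 peaks.

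To ask how far the sites of the 2 factors coincide, the overlap of the lists was counted. Of the 1134 Hand1 peaks, 200 (17.6%, 95% exact interval 15.5% to 19.98%) shared at least 1 bp with a Foxf1 peak. Random placement gave a mean of 7.32 and at most 17 peaks, so the observed count was 27.3 times the mean (two-sided placement permutation p = 0.0001, the smallest possible). In the other direction, 185 of the 5703 Foxf1 peaks (3.24%, interval 2.80% to 3.74%) overlapped a Hand1 peak, 25.4 times the placement mean of 7.29 (permutation p = 0.0001, the smallest possible). The ratio for Hand1 peaks was lowest, 10.8, when each peak was moved by 10 kb to 100 kb from its own position, and highest, 80.6, when the lists were made equally long by fold enrichment. Overlapping peaks more often had a high control level. This held for 69 of the 200 overlapping Hand1 peaks (34.5%) against 6.85% of the other 934 (Fisher's exact test, two-sided, p = 1.77e-22). For Foxf1 it was 72 of 185 (38.9%) against 2.46% of the other 5518 (Fisher's exact test, two-sided, p = 7.24e-59). Without peaks of high control level, 128 of 1001 Hand1 peaks overlapped a Foxf1 peak, 34.7 times the placement mean (permutation p = 0.0001).

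**Figure D1:**
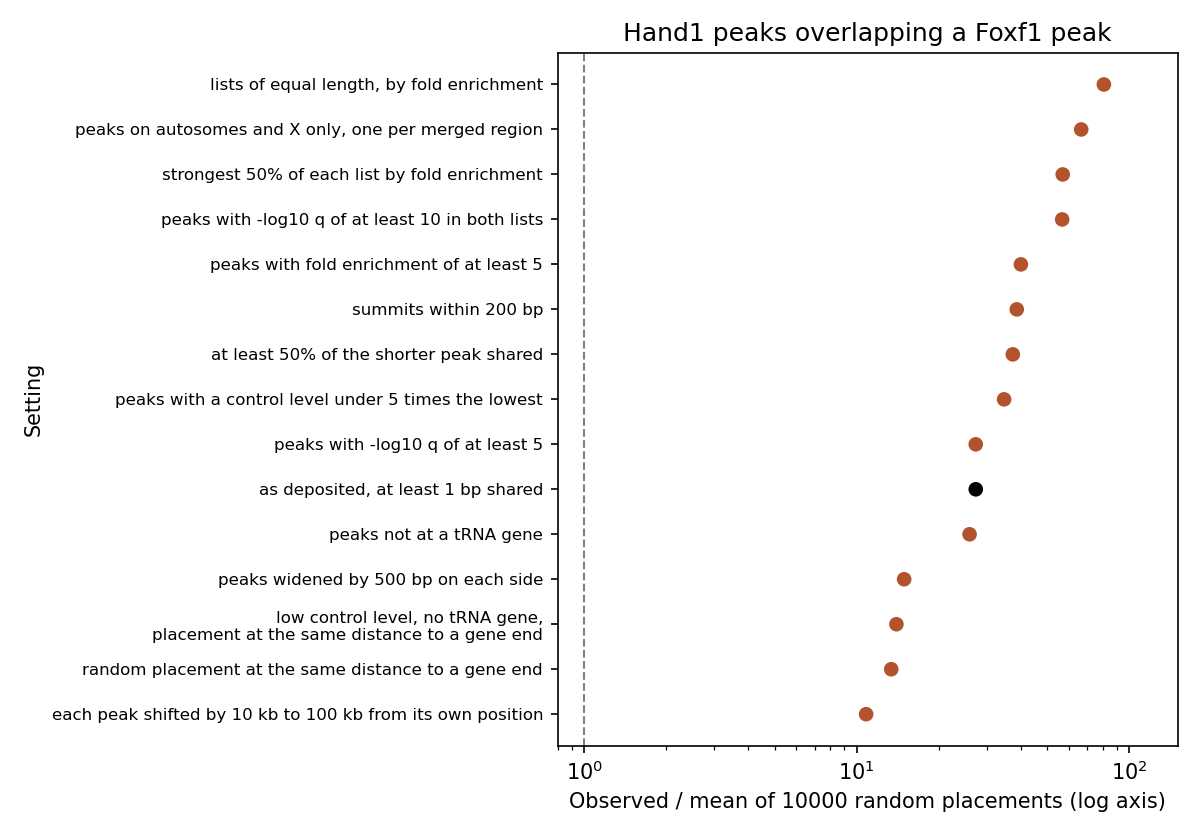
Each point is the number of Hand1 peaks that overlap a Foxf1 peak divided by the mean of 10000 random placements, on a log axis, for 1 setting per row. The black point is the lists as deposited (27.3), the dashed line marks a ratio of 1, and the points run from 10.8 to 80.6.

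Fold enrichment was compared between overlapping and other peaks within each list. The median fold was 7.55 for overlapping and 7.99 for other Hand1 peaks, a log2 difference of -0.08 that the permutation test did not separate from 0 (two-sided p = 0.314). The Foxf1 medians were 7.58 and 7.62, a log2 difference of -0.01 (permutation test, two-sided, p = 0.841). With −log10 q-value in place of fold the sign changed. Overlapping peaks then lay higher by 0.65 on the log2 scale in the Hand1 list (permutation p = 0.00025) and by 0.82 in the Foxf1 list (permutation p = 1e-05, the smallest possible). At equal fold, however, the −log10 q-value rises with the control level. The median control level was 2.62 for overlapping and 1.74 for other Hand1 peaks, and 4.87 and 2.92 for Foxf1. The higher −log10 q-values therefore do not show stronger enrichment at overlapping peaks.

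The position of summits relative to genes was counted on the named chromosomes. Of 1122 Hand1 summits, 563 (50.2%, exact interval 47.2% to 53.1%) lay within 1 kb of a gene end, 8.04 times the placement mean of 70.1 (two-sided permutation p = 0.0001, the smallest possible). Of 5663 Foxf1 summits, 1864 (32.9%, interval 31.7% to 34.2%) did, 5.07 times the mean of 368 (permutation p = 0.0001, the smallest possible). The ratios were 3.01 and 2.81 when each peak was moved by 10 kb to 100 kb from its own position. The share was higher in the Hand1 list (odds ratio 2.05, Fisher's exact test, two-sided, p = 3.00e-27). The order of the lists depended on which genes were counted. With ends of protein-coding genes alone, 216 Hand1 summits (19.3%) and 1440 Foxf1 summits (25.4%) were within 1 kb, an odds ratio of 0.699 (Fisher's exact test, p = 8.31e-06). The totals behind these shares include the peaks at tRNA genes described next, so the shares do not rank the other peaks of the lists.

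Genes for transfer RNA (tRNA), the short RNAs that carry amino acids to the ribosome, were then counted, a comparison chosen after the data had been seen. Within 500 bp of a tRNA gene lay 280 of the 1122 Hand1 summits (25.0%, exact interval 22.4% to 27.6%), where random placement gave a mean of 0.304 (permutation p = 0.0001, the smallest possible). Of the 5663 Foxf1 summits 17 did (0.300%, interval 0.175% to 0.480%), against a mean of 0.859 (permutation p = 0.0001, the smallest possible). The ratios to these means, 922 and 19.8, depended strongly on the placement. When each peak was moved by 10 kb to 100 kb from its own position, the means were 20.9 and 2.89 and the ratios 13.4 and 5.88 (permutation p = 0.0001 each, the smallest possible). The odds ratio between the lists was 110 (Fisher's exact test, two-sided, p = 2.53e-207). Without peaks at tRNA genes, 33.6% of Hand1 and 32.7% of Foxf1 summits lay within 1 kb of a gene end, and the lists were not separated (odds ratio 1.04, Fisher's exact test, p = 0.609). A Hand1 summit lay within 500 bp of 283 of the 408 tRNA genes in the table (69.4%), and a Foxf1 summit of 23 (5.64%). The median fold was 15.7 for Hand1 peaks at tRNA genes and 6.91 for other Hand1 peaks, and 71 of the 100 Hand1 peaks with the highest fold were at a tRNA gene, against 0 of the 100 such Foxf1 peaks. Hand1 summits also lay within 500 bp of snRNA genes 38 times, against 3 and 3 after moving the summits by 20 kb in either direction. For Foxf1 the snRNA count was 9, against 9 and 6.

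**Figure D2:**
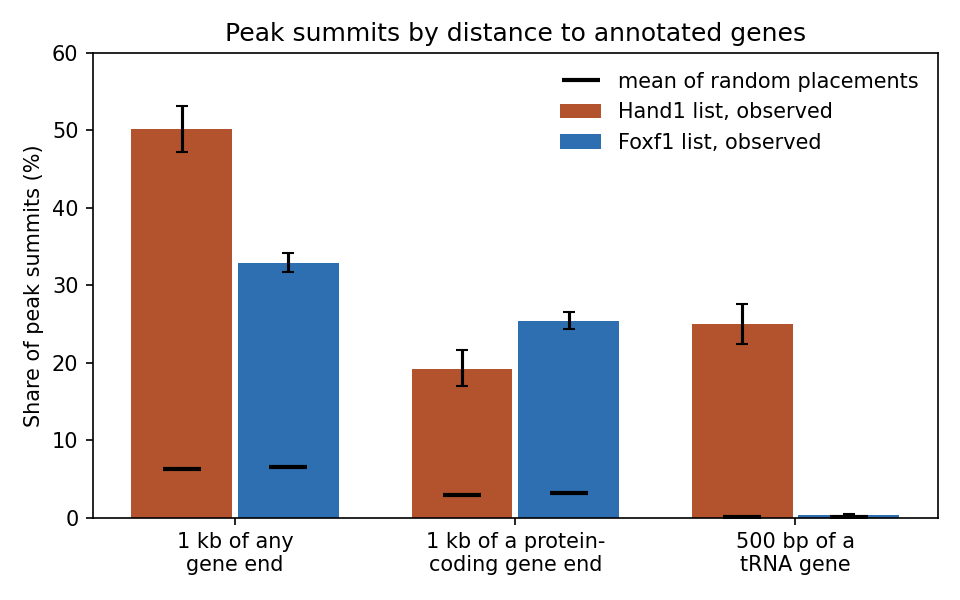
Bars give the share of peak summits in percent within 1 kb of any gene end, within 1 kb of a protein-coding gene end and within 500 bp of a tRNA gene, with exact 95% intervals; black lines are the means of random placement. The Hand1 list is higher for all gene ends (50.2% against 32.9%) and for tRNA genes (25.0% against 0.300%), and lower for protein-coding gene ends (19.3% against 25.4%). Each share is of all summits of the list on the named chromosomes, those at tRNA genes included.

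The 3 fixed gene lists addressed whether peaks lie near genes of the cardiac programme. A Hand1 summit lay within 50 kb of 9 of the 32 cardiac mesoderm genes, where matched random lists gave a mean of 1.502 (one-sided permutation p = 0.0001, the smallest possible; adjusted p = 0.0003). For pluripotency genes it was 2 of 13 against a mean of 0.643 (permutation p = 0.134, adjusted p = 0.2004), and for neural genes 0 of 13 against 0.653 (p = 1, adjusted p = 1). A Foxf1 summit lay within 50 kb of 22 cardiac mesoderm genes against a mean of 10.5 (permutation p = 0.0001, the smallest possible; adjusted p = 0.0003). It also lay near 11 of the 13 pluripotency genes against a mean of 4.65 (permutation p = 0.0005, adjusted p = 0.001), and near 4 of the 13 neural genes against 4.50 (p = 0.72, adjusted p = 0.863). Whether the cardiac and pluripotency lists differ from each other in the Foxf1 list was not tested. At a distance of 10 kb the cardiac counts fell to 4 genes for Hand1 (permutation p = 0.0023) and 15 for Foxf1 (p = 0.0002).

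Of the cardiac mesoderm genes, 8 had a peak within 50 kb in both lists: Mesp1, Eomes, Hand1, Nkx2-5, Tbx1, Tbx2, Tbx3 and Tnnt2. A further 1, Kdr, had a Hand1 peak alone and 14 had a Foxf1 peak alone. The nearest Hand1 and Foxf1 peaks overlapped each other at 1 of the 8 genes, Nkx2-5, on chromosome 17 (26886172 to 26887052 in the Hand1 list, fold 5.47; 26886127 to 26886549 in the Foxf1 list, fold 5.51), 41.3 kb from the gene. Near Mesp1 on chromosome 7 the nearest Hand1 peak (79797137 to 79798224) had a fold of 19.2 and the Foxf1 peak (79789153 to 79789905) a fold of 8.46. At Eomes on chromosome 9 the nearest Hand1 peak (118486302 to 118489333, fold 6.34) lay 0.626 kb and the nearest Foxf1 peak (118478423 to 118479652, fold 8.62), inside the gene, 1.05 kb from a gene end. Near Tbx2 on chromosome 11 there were 4 peaks in each list, the nearest at 85827382 to 85827748 (Hand1, fold 6.06) and 85841839 to 85842644 (Foxf1, fold 8.92). For Tbx3 the nearest peaks lay 2.39 kb (Hand1) and 28.3 kb (Foxf1) from the gene, and for Tbx1 47.7 kb and 24.4 kb. For Tnnt2 the nearest Hand1 summit lay 35.6 kb outside the gene, and the nearest Foxf1 summit lay inside it, 4.94 kb from a gene end. The gene of each tagged factor was also examined. Near Hand1 on chromosome 11, the nearest Hand1 peak (57864681 to 57865157, fold 7.92) lay 32.7 kb and the nearest Foxf1 peak (57836638 to 57837304, fold 10.4) 4.97 kb from a gene end. Within 50 kb of Foxf1 there were 3 Foxf1 peaks, the nearest on chromosome 8 (121092656 to 121093070, fold 7.43), and the nearest Hand1 peak was 491 kb away.

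The Hand1 peak with the highest fold enrichment (51.7) lay on chromosome 16 (35981598 to 35981890) inside the lncRNA gene Gm15564. The next were at tRNA genes: n-TSgct3 on chromosome 11 (69062177 to 69063645, fold 44.6), n-TAtgc9 inside Trim7 on chromosome 11 (48833693 to 48834631, fold 42.6) and n-THgtg4 inside Gm39918 on chromosome 2 (122375374 to 122375778, fold 40.0). The fifth lay between genes on chromosome 4 (13265193 to 13265804, fold 35.5). The strongest Foxf1 peak (fold 61.3) lay in Nit1 on chromosome 1 (171344228 to 171344800), followed by peaks in Ebf2 on chromosome 14 (67344632 to 67345356, fold 37.9), beside the scRNA gene Rn7s2 on chromosome 12 (69360650 to 69361621, fold 33.5), and in Cd300e on chromosome 11 (115062624 to 115063830, fold 32.1). The fifth, in Gm46595 on chromosome 17 (70963641 to 70963907, fold 31.8), had a control level of 33.3, above the limit of 7.83 for a high level. The 5 overlapping pairs ranked highest by their weaker member included the pair at Rn7s2 (Hand1 fold 21.7, Foxf1 fold 33.5) and the pair inside Peak1 on chromosome 9 (56223525 to 56224023, Hand1 fold 21.6, Foxf1 fold 19.7). The others lay between genes on chromosome 1 (102628090 to 102628398, folds 29.0 and 17.2), inside Cntnap5b on chromosome 1 (100180101 to 100180419, folds 18.2 and 23.4) and between genes on chromosome 15 (38169623 to 38170235, folds 25.7 and 14.4), with coordinates from the Hand1 list. The control level was high in both lists at Cntnap5b (10.5 in the Hand1 list, where the limit was 6.26, and 9.25 in the Foxf1 list, where it was 7.83). At Peak1 it was high in the Hand1 list (7.85) and not in the Foxf1 list (5.36).

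Foxf1 regions were not spread over the autosomes in proportion to genes. There were 0.418 regions per protein-coding gene on chromosome 6 and 0.480 on chromosome 8, against 0.191 to 0.316 on the other 17 autosomes. At peaks farther than 1 kb from a gene end, the median control level was 3.41 on chromosome 6 and 3.65 on chromosome 8, against 2.26 to 2.68 on the others. In the Hand1 list, regions per gene were 0.0462 and 0.0489 on these chromosomes, inside the range of 0.0192 to 0.181 of the others.

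**Figure D3:**
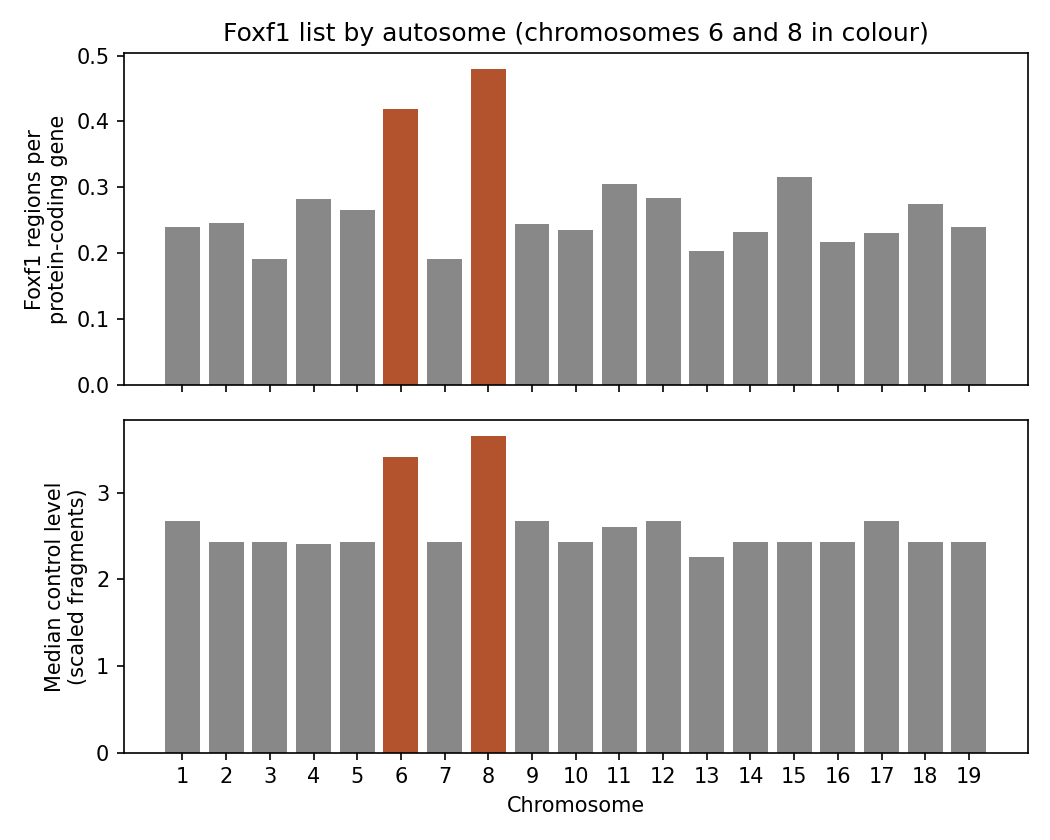
The upper panel gives Foxf1 regions per protein-coding gene for each autosome and the lower panel the median control level, in scaled fragments, at Foxf1 peaks farther than 1 kb from a gene end. Chromosomes 6 and 8, in colour, have the highest bars in both panels (0.418 and 0.480 regions per gene; control levels of 3.41 and 3.65).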

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

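The tRNA results and the alternatives based on a −log10 q-value of 10, the control level, tRNA genes, or merged regions or moved peaks for gene ends and tRNA genes were chosen only after the data had been seen. Of 125 alternatives over 12 results, 17 removed no peak that entered the result and say nothing about it. These were a −log10 q-value of at least 5 for all 12 results, a −log10 q-value of at least 10 for 3 results of the Foxf1 list alone, and lists of equal length for 2 results of the Hand1 list alone. Of the other 108 alternatives, 97 kept the direction and the side of the 0.05 threshold.

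All 14 alternatives for each overlap count kept a placement permutation p of 0.0001, with ratios from 10.8 to 80.6 for Hand1 peaks and from 7.16 to 96.5 for Foxf1 peaks. The counts themselves ranged from 46 to 250 Hand1 peaks and from 44 to 214 Foxf1 peaks, against 200 and 185. The excess near gene ends (2.79 to 10.4 for Hand1, 2.55 to 7.89 for Foxf1) and at tRNA genes (13.4 to 3163 for Hand1, 5.88 to 36.4 for Foxf1) stayed above 1 in each alternative run, as did the tRNA odds ratio between the lists (64.5 to 340). The size of the tRNA excess depended on the placement: moving each peak by 10 kb to 100 kb gave the lowest ratios, 13.4 and 5.88, and the other alternatives gave at least 323 and 11.6. Cardiac mesoderm genes with a peak numbered 4 to 9 for Hand1 and 14 to 24 for Foxf1, with permutation p-values up to 0.0062 and 0.0016.

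The odds ratio for gene ends between the lists fell from 2.05 to 0.699 with protein-coding gene ends alone, which reverses it, and to 1.04 (Fisher's exact test, p = 0.609) without peaks at tRNA genes. The value of 0.699 keeps the Hand1 peaks at tRNA genes in the total, which can lower the Hand1 share. It therefore does not show that the other Hand1 peaks lie at protein-coding gene ends less often than Foxf1 peaks. A summit within 500 bp of a tRNA gene is also near a gene end, so leaving these peaks out can only lower the shares. By count they were 280 of the 563 Hand1 and 17 of the 1864 Foxf1 summits near a gene end, enough to make up the Hand1 excess. Some other genes also held a larger share of the Hand1 list. Within 500 bp of snRNA genes lay 38 Hand1 summits (3.35%) and 9 Foxf1 summits (0.158%). For genes of ribosomal RNA (rRNA) the counts were 30 (2.65%) and 5 (0.0877%). The Hand1 rRNA count was still 21 and 19 after moves of 20 kb. How many of these summits were also at a tRNA gene was not counted, so their net part in the excess is not decided.

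The differences in fold between overlapping and other peaks, -0.08 for Hand1 and -0.01 for Foxf1 on the log2 scale, were near 0 and changed sign easily. They became 0.65 and 0.82 with −log10 q-value in place of fold. Far from gene ends they were 0.0835 and 0.0249 (permutation p = 0.171 and 0.513). For peaks under 5 times the lowest control level they were 0.0361 (permutation p = 0.669) and 0.0855 (permutation p = 0.0333). Without tRNA genes the Hand1 value was 0.0369 (permutation p = 0.706). With a −log10 q-value of at least 10 in both lists they passed the threshold in the original direction, at -0.20 (permutation p = 0.0498) and -0.15 (permutation p = 0.00012). The −log10 q-value rises with the control level at equal fold, and the control level was higher at overlapping peaks, so that sign change does not show stronger enrichment. The cause of the other changes was not tested.

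No paired analysis was possible because there was 1 list per factor, and leaving out a replicate was not run for the same reason. The motif results and the alternatives based on repeat bases were not run because no genome sequence was used here. Alternatives that named transcription starts were run on both gene ends.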

Other observations

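The tests of high control signal and of shared copies at tRNA genes, of high control signal and gene ends for the overlap, and of control signal over all scaffold peaks together were chosen before their results were seen; all other tests here were chosen only after the result, or values that foretold it, had been seen.

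Hand1 peaks at tRNA genes were the most prominent feature that the plan had not named. High control signal argues little for them, since 2.14% of these peaks had a high control level against 14.9% of other Hand1 peaks. If reads that match several tRNA gene copies were kept, sharing of reads predicts more peaks in large families. Instead, 93.2% of the 59 tRNA genes in anticodon families of 1 to 5 members had a peak, against 55.7% of the 201 in families of more than 10 (Fisher's exact test, two-sided, p = 2.20e-08). The peaks were thus not confined to large families. How such reads were handled is not stated. Leaving them out would itself lower the count in large families, so the contrast between families does not decide whether reads were shared. The different q-value limits do not account for the contrast with Foxf1, as the share was 38.6% of Hand1 summits at the Foxf1 limit. Clustering of tRNA genes does not either: of 1 Mb bins with a Hand1 peak, 13.4% held one at a tRNA gene, against 0.805% for Foxf1 (Fisher's exact test, p = 3.96e-31). Nor is it of the size seen at gene ends at large, although how far it exceeds that depends on the placement. Against placement anywhere on the chromosome the excess at tRNA genes was 143 times that at protein-coding gene ends. When each peak was moved by 10 kb to 100 kb instead, the excess was 13.4 times at tRNA genes and 2.56 times at protein-coding gene ends, a ratio of 5.23. What stays open is whether the tagged Hand1 protein sits there. A candidate explanation is that highly transcribed, open tRNA genes are recovered by the precipitation whatever the tag. Equal recovery in both anti-HA libraries predicts tRNA peaks in the Foxf1 list too. Of the 280 Hand1 peaks at tRNA genes, 264 had a fold above 7.40, which passes the Foxf1 limit at its lowest control level. Yet a Foxf1 summit lay at 5.64% of tRNA genes, against 69.4% for Hand1. These values argue against equal recovery in both libraries, although the folds were carried from 1 list to the other and the depths are not given. A weaker recovery common to both libraries stays open. All 17 Foxf1 peaks at tRNA genes overlapped a Hand1 peak. Recovery limited to the Hand1 library or the MES stage was not tested, because an untagged control precipitated with the same antibody was not used here. The factor, the stage, the expression system and the library all differ between the lists, and any of them may underlie the contrast.

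The overlap of the lists stayed far above random placement in each test of a technical cause. Counted over Hand1 peaks and over Foxf1 peaks, it was 34.7 and 34.1 times the mean without peaks of high control level, and 25.9 and 24.5 times without peaks at tRNA genes. With placements at the same distance to a gene end it fell to 13.4 and 7.16 times. With all 3 of these together it was 14.0 and 11.1 times the mean. Each of these causes is thus excluded as the whole cause in the form tested. The forms were a control level of at least 5 times the lowest, a summit at a tRNA gene, and the distance to the ends of all genes. A smaller rise of the control level, or the same subset of gene ends marked in both lists, was not excluded. For the part of the overlap with a high control level the tests read differently: 66 of the 69 such Hand1 peaks (95.7%) overlapped a Foxf1 peak that also had a high control level, against 3.65% of all Foxf1 peaks. This part is consistent with regions that give high signal in any library. For the rest, shared open chromatin in both libraries was not tested, so the overlap does not show joint binding.

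The excess of Foxf1 regions on chromosomes 6 and 8 was not due to gene number, since regions per gene on the lower of the pair were 1.74 times the median of the other autosomes. One hypothesis is that the cells carried extra copies of these chromosomes. The control level at Foxf1 peaks far from gene ends was at least 1.40 times the median of the other autosomes on both (permutation tests, p = 1e-05 each, the smallest possible), as more template would give. The control behind the Hand1 list showed it for chromosome 6 at 1.77 times (40 peaks, permutation p = 1e-05). For chromosome 8 the ratio was 1.18 over 13 peaks (permutation p = 0.252). With so few peaks, extra template and no extra template cannot be told apart. Over all 52 Hand1 peaks on chromosome 8, those near gene ends included, the median control level was 7.14. It was 2.68 on chromosome 6 and 1.41 to 1.98 on the other autosomes. The 13 peaks far from gene ends had a median of 1.84, so 7.14 was not read as the level of the whole chromosome. Its cause was not tested. More template would lift weak peaks past the q-value limit. The share of peaks on these chromosomes fell from 24.9% in the weakest tier by fold to 14.1% in the strongest, against 10.5% of protein-coding genes, but a higher control level lets lower folds pass the limit by construction, so that comparison decides nothing. Peaks with a fold of at least 7.40 would pass the limit at the lowest control level. Among these, regions per gene were 1.27 times the median of the other autosomes on chromosome 6 and 1.4997 times on chromosome 8. This decides nothing either, because at equal enrichment the fold, with 1 added to both levels, is itself higher where the control level is higher. How much of the excess extra template covers stays open on both chromosomes. Copy number was not measured, and no biological explanation was tested.

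On unplaced scaffolds there were 12 Hand1 and 40 Foxf1 peaks. The median control level of these peaks was 119 times the lowest in the Hand1 list and 315 times in the Foxf1 list, against 1.39 and 1.87 times on the named chromosomes. These medians describe 1 scaffold, which held 10 of the 12 and 33 of the 40 peaks, each with a high control level. That scaffold is in line with repeated sequence that the assembly holds in fewer copies than the cells do. The other 2 and 7 peaks had median control levels of 2.30 and 1.55 times the lowest and none was high, so that reading is not extended to them. No biological explanation was tested.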
